A study of Homo sapiens with 2 samples. Its data were reported in "EGF-mediated reduced miR-92a-1-5p controls HTR-8/SVneo cell invasion through activation of MAPK8 and FAS which in turn increase MMP-2/-9 expression" (2020).

How the data were processed

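HTR-8/SVneo is an immortalized human trophoblast cell line that is used as a model of the invasive cells of the early placenta. Cells were grown in medium with 10% FBS. Per the labels, cells were starved of serum for 4 h and treated with 10 ng/ml EGF (epidermal growth factor) for 24 h, while control cells were held in plain medium for 24 h. Whether the control cells had the same starvation step before that is not given in the labels. The untreated column, headed OHC beside 24HE, was taken as the 24 h control that the labels and the study's text name. If the heading meant the start of treatment, each fold would also hold a difference in culture time. Libraries were made from 1 µg of total RNA with a TruSeq RNA kit, and 1 library was made for each condition.

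The authors aligned reads to hg38 with TopHat2 2.1.1 after base calling with CASAVA 1.4, as the submitters' processing notes name them, and ran the Tuxedo pipeline. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of the library) per assembled transcript. The unit is not named in the header and was taken from the pipeline. Each row carried a RefSeq transcript, a gene symbol, a locus and a class code, which was "=" for an exact match in 13286 rows and "j" for a transcript that shares a splice junction with RefSeq in 610 rows. Every row had a value above 2 in at least 1 library, so transcripts below that were not analysed here. The deposited p-value of each row was the authors' own, comparing the 2 libraries, and was not adjusted. A second deposited table held the 208 transcripts that the authors called, with their log2 fold change and its direction. The log2 fold changes of the full table were not used, since negative infinite values had been damaged by a spreadsheet; folds were computed again from the FPKM values. No read counts were used here, so the depth of each library is unknown and no counting interval can be given. An FPKM of 0 can be a failed estimate, so such rows are described as listed at 0.

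Of the 13897 rows, 1 was left out because its transcript identifier was also given to a row of another gene and its own fold disagreed with its values. The remaining 13896 rows were summed to 9973 gene symbols. Folds were computed on the log2(FPKM + 1) scale, which understates the fold of low genes, and a gene was counted when it was at least 2-fold higher or lower with an FPKM of 1 or more in at least 1 library. With 1 library per condition there was no test and no error between replicates, and genes are not replicates. Values therefore describe these 2 libraries, and "higher" and "lower" carry no p-value except where the authors' deposited table is named. For 44 gene lists fixed before the data were examined, the median log2 fold of the measured members was placed among 10000 random lists of the same size matched on deciles of mean expression, and members at least 1.5-fold higher or lower were counted. Lists with 5 or more measured members and a median under the 5th or over the 95th percentile are described, as are lists that hold a gene singled out by the study.

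The genes named were also fixed by rule. They are 13 genes singled out by the study, the 10 genes with the highest and the 10 with the lowest fold (without short RNA genes), the 2 highest and 2 lowest members of each list, and the 5 rows with the largest fold in each direction in the authors' deposited table among rows with p of 0.05 or less and an FPKM of 1 or more in both libraries. For symbols called in both directions, the 5 with the widest difference between rows without a 0 were named. Any other member named beside a count was chosen after its values were seen. Benjamini-Hochberg adjustment of the deposited p-values was done here over the 13896 rows.

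Sites of miR-92a-1-5p were searched in the 3′ UTR of the canonical GENCODE 44 transcript of each gene on the same genome build. The site types were the 7mer-m8 site CCCAACC and the 7mer-A1 site CCAACCA, with the 8mer CCCAACCA holding both. A canonical transcript was matched by current or older symbol for 92.8% of genes, and an annotated 3′ UTR was found for 8897 genes. GC content and transcript length were taken from the same transcripts, and their trend was removed by subtracting the median log2 fold in 10 bins of GC content, each split in 10 bins of length.

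The list procedure was tested on simulated data made by shuffling the observed folds of the 9973 genes within expression deciles. Of 100 unchanged lists of 20 genes, 7 lay outside the 5th to 95th percentile. All 10 lists shifted by 0.3 on the log2 scale were placed above the 95th, and smaller shifts were not simulated. The shuffle removes any shared variation of the genes in a list. It therefore checks the computation and cannot show how lists of genes that vary together behave. Alternatives were a pseudocount of 0.1, other filters, 2 other scalings of the libraries and the highest row in place of the sum. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.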

Results

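mRNA sequencing was used to compare HTR-8/SVneo cells treated with EGF for 24 h with untreated cells. The data comprised 2 libraries, 1 untreated and 1 EGF-treated, with no replicates. The deposited values covered 13896 transcripts of 9973 genes. At an FPKM of 1 or more, 9826 genes were detected in the untreated library and 9753 in the EGF-treated library. Folds are on the log2(FPKM + 1) scale unless stated. Gene values of the libraries lay close to each other, with a median log2 fold of -0.03, and 85.2% of genes differed by less than 1.5-fold. The short RNA gene MIR6723 had the highest value in both libraries and took 23.0% of the summed FPKM in the untreated library and 13.1% in the EGF-treated library. The FPKM of short RNA genes can be inflated by the correction for fragment length, so these are not shares of RNA molecules.

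The first comparison asked which genes and gene groups differed between EGF-treated and untreated cells. The list of EGF and ERK feedback genes, which also holds ETS transcription factor genes and CCND1, had a higher median in the EGF-treated library. Of its 19 measured members, 6 were at least 1.5-fold higher. ETV1, an ETS transcription factor, was at an FPKM of 2.72 in the untreated library and 7.80 in the EGF-treated library. SOCS3, a suppressor of cytokine signalling, was at 1.02 and 2.63, and CCND1, which encodes cyclin D1, was at 18.5 and 31.7. The ETS factors ETV4 (11.5 and 19.9) and ETV5 (30.9 and 47.9) and the early response gene PHLDA1 (59.0 and 91.8) were the other members at least 1.5-fold higher. LRIG3 was at least 1.5-fold lower, at 2.39 and 1.07. The other 12 of the 19 measured members lay within 1.5-fold, among them RASA2 at 2.07 and 1.55 and the ERK phosphatase gene DUSP6 at 3.08 and 3.02. DUSP1 (8.01 and 8.95), SPRY4 (5.23 and 5.71) and SPRED2 (27.4 and 29.0) differed little, and DUSP5 (14.1 and 17.4) and ERRFI1 (23.9 and 29.5) were somewhat higher. Most members at least 1.5-fold higher were thus ETS factor genes or CCND1, so the list median does not describe inhibitors of the pathway alone. The median log2 fold of the list was 0.29, at percentile 99.8 of matched random lists. EGFR itself was at 41.0 in the untreated and 52.4 in the EGF-treated library.

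The 4 measured pregnancy-specific glycoprotein genes, which are typical of syncytiotrophoblast, were lower in the EGF-treated library. PSG9 was at 12.0 in the untreated and 6.05 in the EGF-treated library, and PSG1 was at 36.0 and 19.6. PSG5 (11.7 and 7.56) and PSG4 (28.2 and 19.3) were lower by less than 1.5-fold, although PSG5 passed it with a pseudocount of 0.1 (log2 fold of -0.63) and by the highest row (-1.14). The proteoglycan gene SDC1 was at 36.0 and 39.0, and at least 1.5-fold higher by the highest row (log2 fold of 1.07). These were the 5 measured members of the syncytiotrophoblast list, whose median log2 fold was -0.57, at percentile 0.04 of random lists. PSG genes are near-identical copies that can share reads, so their values are uncertain and do not vary independently, and the other 24 members had no row analysed here.

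Genes of NF-kB signalling and inflammation had a median log2 fold of -0.23 over 15 measured members, at percentile 3.9. The cytokine genes IL6 (6.69 and 3.84) and CCL2 (3.49 and 1.96) were at least 1.5-fold lower in the EGF-treated library and no member was that much higher, although CCL2 lay just within 1.5-fold, at a log2 fold of -0.58, after either rescaling. The highest members were IL11 (2.81 and 4.21) and IER3 (48.6 and 71.1), which also belongs to the feedback list. The NF-kB list lay inside the 5th to 95th percentile, at 15.8 with a median of -0.10, when the trend with GC content and length was removed, and at 7.7 among genes with an FPKM of 5 or more in at least 1 library.

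The plasminogen activator system, which controls proteolysis at the cell surface, had a median log2 fold of 0.28 over 9 measured members, at percentile 99.1. Its highest members were the inhibitor genes SERPINE1 (28.4 in the untreated and 39.1 in the EGF-treated library) and SERPINE2 (27.4 and 36.0), and none was as much as 1.5-fold higher except PLAUR (log2 fold of 1.07) and SERPINE2 (0.84) when the highest row was used in place of the sum. PLAU, which encodes urokinase, was at 4.00 in the untreated library and near 0 in the EGF-treated library, and S100A10 was at 627 and 582. Because of PLAU the mean log2 fold of the list, -0.04, had the opposite sign to its median. Glycolysis genes had a median log2 fold of 0.17 over 21 members, at percentile 99.5. The lactate dehydrogenase gene LDHA was at 271 and 417 and the glucose transporter gene SLC2A1 at 5.88 and 9.21, whereas the aldolase genes ALDOC (53.3 and 31.7) and ALDOA (1091 and 939) were lower. By these values 1 glycolysis member, LDHA, was at least 1.5-fold higher and 1, ALDOC, as much lower. SLC2A1 also passed 1.5-fold after either rescaling (log2 fold of 0.60), and SLC2A1 (0.64) and PFKFB4 (0.63) did with a pseudocount of 0.1.

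Lists of genes for ribosome production had medians slightly above 0. Of 53 cytosolic ribosomal protein genes, 36 had a log2 fold above 0 and 17 below, 5 were at least 1.5-fold higher and 0 at least 1.5-fold lower. RPL34 (19.6 and 37.8) and RPL11 (60.4 and 105) were highest, and RPSA (325 and 239) and RPL13 (69.4 and 54.7) were lowest. The median log2 fold was 0.10, at percentile 99.97, although these genes have many processed pseudogenes that can share their reads. The list of ribosome biogenesis genes and MYC targets had a median log2 fold of 0.18 over 24 members, at percentile 99.9, with 2 members at least 1.5-fold higher and 1 lower, and POLR1A (log2 fold of 0.59) also higher after either rescaling. GNL3, which encodes a nucleolar GTPase, was at 6.05 and 13.2 and NME1 at 168 and 262, while POLR1B, a subunit of RNA polymerase I, was at 7.52 and 4.01 and WDR12 at 3.59 and 2.77.

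Heat shock genes and nuclear genes of the respiratory chain lay just above the 95th percentile. The heat shock list had a median log2 fold of 0.13 over 14 members, at percentile 96.9, with HSPE1 (2.52 and 4.15) and HSP90AA1 (288 and 407) highest and HSPB1 (3316 and 2862) and DNAJB1 (201 and 177) lowest. No heat shock member differed by 1.5-fold, except HSPE1 with a pseudocount of 0.1 (log2 fold of 0.70) and HSPH1 by the highest row (0.77). In the respiratory chain list the median log2 fold was 0.08 over 33 members, at percentile 95.8, with 6 members at least 1.5-fold higher and 1 lower. Complex I gene NDUFA1 was at 2.35 and 12.9 and COX6C at 2.33 and 5.84, and the lowest members were NDUFS7 (54.6 and 31.7) and NDUFV1 (24.7 and 20.9). Both lists lay inside the range when the trend with GC content and length was removed, at percentile 90.3 with a median of 0.11 for heat shock genes and 84.2 with a median of 0.06 over 30 members for the respiratory chain, and when the highest row was used in place of the sum, at 87.2 and 94.2. Heat shock genes also lay inside, at 93.6, among genes with an FPKM of 5 or more in at least 1 library.

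In all, 9 of the 36 lists with 5 or more measured members lay outside the 5th to 95th percentile, 7 above and 2 below. By chance 3.6 were expected if the members of each list varied independently of each other. Genes that share reads, such as the PSG genes, need not do so, so the 2 numbers are not a test. The list of AP-2 and TP53 family transcription factors had only 4 measured members and a median log2 fold of -0.36, at percentile 2.7, with TFAP2A at 81.9 and 51.7 and TP53 at 67.1 and 48.9. Cell cycle genes lay near 0. Of 39 genes of G1 to S and DNA replication, 1 was at least 1.5-fold higher (CCND1) and 0 lower, and of 39 genes of G2 and mitosis 0 were higher or lower by 1.5-fold. PCNA also passed 1.5-fold after either rescaling (log2 fold of 0.59), and by the highest row PCNA (0.69), RFC2 (-0.71) and KIF14 (0.65) did.

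**Figure D1:**
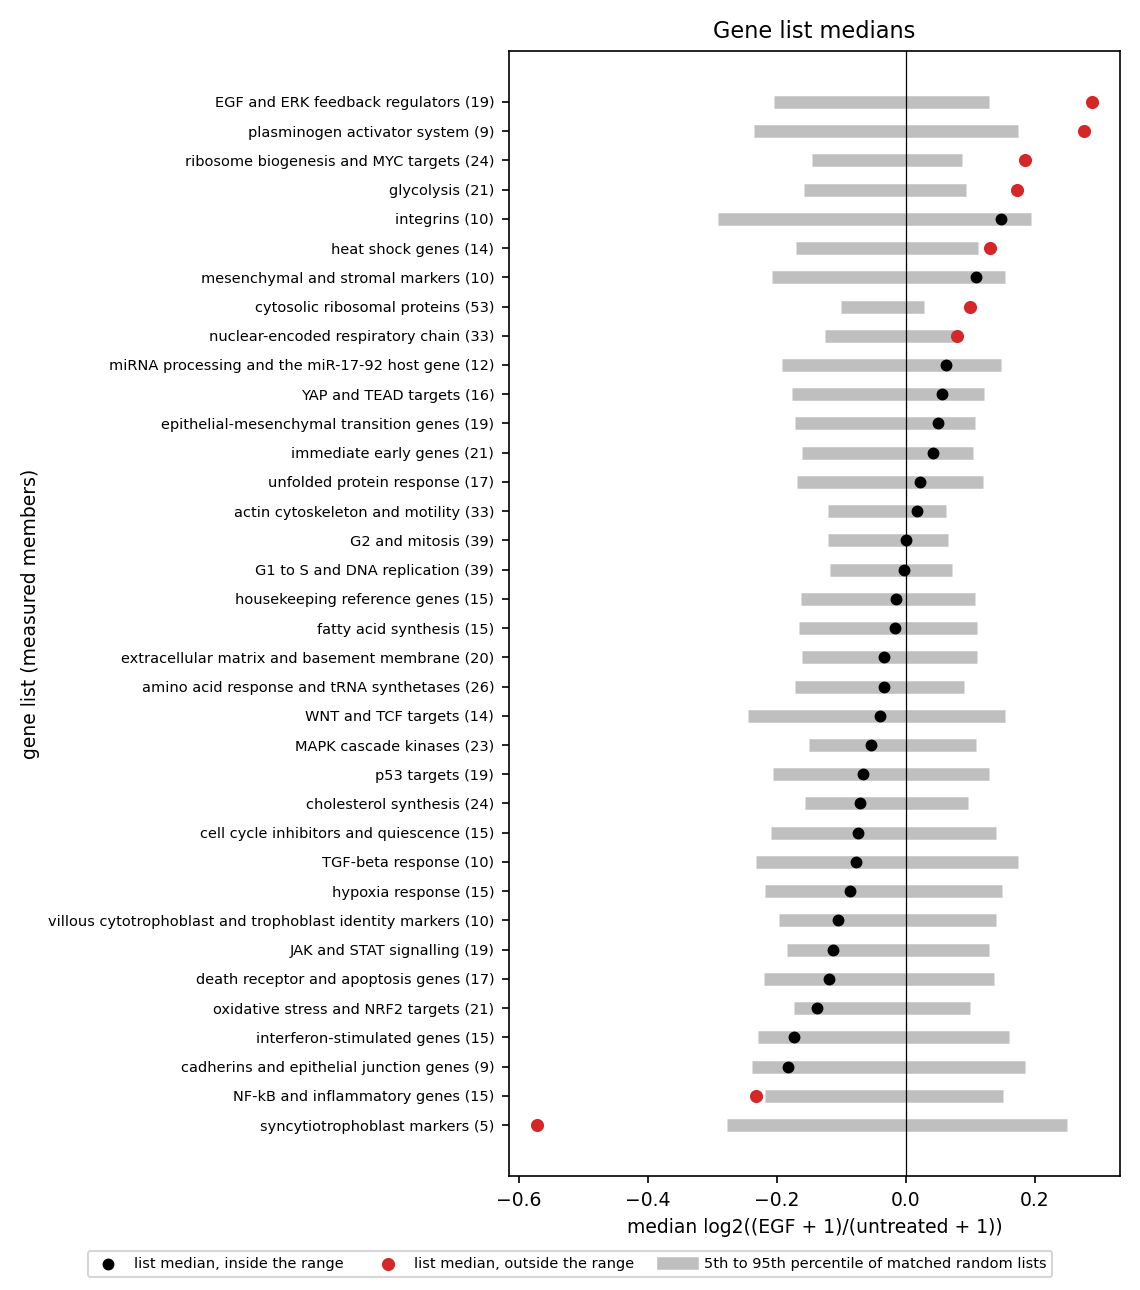
Median log2((EGF + 1)/(untreated + 1)) of the FPKM values of each gene list with 5 or more measured members (points; number of members in parentheses) and the 5th to 95th percentile of matched random lists (grey bars). The EGF and ERK feedback list has the highest median, 0.29, and the syncytiotrophoblast list the lowest, -0.57.

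The genes that the study singled out differed little when the transcripts of each gene were summed. MAPK8, the JNK1 kinase gene at chromosome 10, 48306639 to 48439359 (hg38), was at 3.28 in the untreated and 4.71 in the EGF-treated library, a 1.33-fold difference on the log2(FPKM + 1) scale. FAS, the death receptor gene at chromosome 10, 88932684 to 89015785, was at 29.5 and 34.9. The transcription factor gene TCF7 (chromosome 5, 134114711 to 134148229) was at 8.99 and 7.95, and the tetraspanin gene CD151 (chromosome 11, 832952 to 838835) was at 45.0 and 44.8. By qRT-PCR of independent experiments, the study reported significantly higher MAPK8, FAS, CD151 and TCF7 transcripts after EGF. The study chose these 4 genes on these samples as targets of miR-92a-1-5p, so their values here are not independent evidence of a direction. Their median log2 fold was 0.11, at percentile 77.6, and 0 of them differed by 1.5-fold. With the highest row in place of the sum, MAPK8 (log2 fold of 0.75) and CD151 (-0.62) passed 1.5-fold.

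Lists of matrix degradation genes and of related pathways had medians inside the 5th to 95th percentile, with single members that differed more. No row was analysed here for MMP2, MMP9 or MIR17HG, the host gene of the miR-17-92 cluster. By qRT-PCR the study reported higher MMP-2 and MMP-9 and lower TIMP1 transcript levels after EGF. Of the matrix metalloproteinases, MMP14 was at 24.5 and 25.1, MMP15 at 5.07 and 4.48, MMP16 at 3.13 and 4.07 and MMP19 at 11.1 and 8.27. Among the inhibitors, TIMP1 was at 150 and 126, TIMP2 at 144 and 101 and TIMP3 at 219 and 274. STAT1 was at 12.1 and 10.2 and STAT3 at 10.7 and 11.3, and the reference genes CYC1 and GAPDH were at 137 and 125 and at 1066 and 1147. EGF receptor family members and ligands other than EGFR were at 6.67 and 7.37 for ERBB2, 3.82 and 2.52 for ERBB3 and 11.7 and 14.7 for HBEGF. The list of MAPK cascade kinases had a median log2 fold of -0.05 over 23 members, at percentile 34.1, with 0 members at least 1.5-fold higher by the gene sums and 1, HRAS (9.06 and 2.62), that much lower. Death receptor and apoptosis genes had a median of -0.12 over 17 members, with FADD (0.763 and 2.70) and BCL2L11 (2.17 and 4.66) higher and CASP7 at 2.06 and near 0. JAK and STAT genes had a median of -0.11 over 19 members, with 1 (SOCS3) at least 1.5-fold higher, p53 targets of -0.07 over 19, WNT and TCF targets of -0.04 over 14, reference genes of -0.02 over 15 and miRNA processing genes of 0.06 over 12, each inside the 5th to 95th percentile. By the highest row, IL6ST (log2 fold of 0.99) and STAT2 (-1.09) also passed 1.5-fold. The mean log2 fold was above 0 for JAK and STAT genes (0.01) and p53 targets (0.0016), against medians below 0. Of the reference genes, ACTB was lowest and at least 1.5-fold lower, at 6379 and 3797, and the mean log2 fold of that list was -0.10. The extravillous trophoblast list had 3 measured members, with a median of -0.15.

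Across all genes, 200 were at least 2-fold higher and 330 at least 2-fold lower in the EGF-treated library. The beta-globin gene HBB (chromosome 11, 5225466 to 5227071) was at 1862 in the untreated and 164 in the EGF-treated library, an 11.3-fold difference on the log2(FPKM + 1) scale. Among the 10 lowest genes, MIB2, RCAN3AS, TMEM246-AS1, UBE2F-SCLY and ZNF790-AS1 were listed at 0 in the EGF-treated library, and their untreated values ranged from 4.45 for ZNF790-AS1 to 6.54 for UBE2F-SCLY. HES4 was at 5.23 and near 0, USP33 was at 0.0285 in the EGF-treated library, RPL17-C18orf32 was at 8.84 and 0.106, and the helicase gene DDX39B was at 69.2 and 2.39. At the same loci, in genes chosen after their values were seen, the read-through symbol ATP6V1G2-DDX39B was at 36.1 and 93.4 and UBE2F at 2.11 and 14.1, so values of symbols that share sequence are uncertain. Of the 10 highest genes, HIST1H2AD, FUOM, BDNF-AS, METTL5 and LOC730202 were listed at 0 in the untreated library, with EGF-treated values of 11.3, 5.98, 5.83, 5.09 and 4.26. SEC11C (6.54), C22orf29 (6.29) and GGCT (5.23) were near 0 in the untreated library, FKBP2 was at 0.146 and 5.07, and the non-coding RNA gene LINC01291 was at 3.09 and 21.3. Each of these 10 lowest and 10 highest genes except DDX39B had 1 listed transcript, so its value is that of the transcript. For USP33 and UBE2F-SCLY that transcript only shares a junction with RefSeq. Only HBB, FUOM and LOC730202 among them had p of 0.05 or less in the authors' deposited table. The lower values of PLAU, HRAS and CASP7 given above also had p above 0.05 there. Without the genes below an FPKM of 1 in either library, 85 genes were at least 2-fold higher and 146 at least 2-fold lower.

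**Figure D2:**
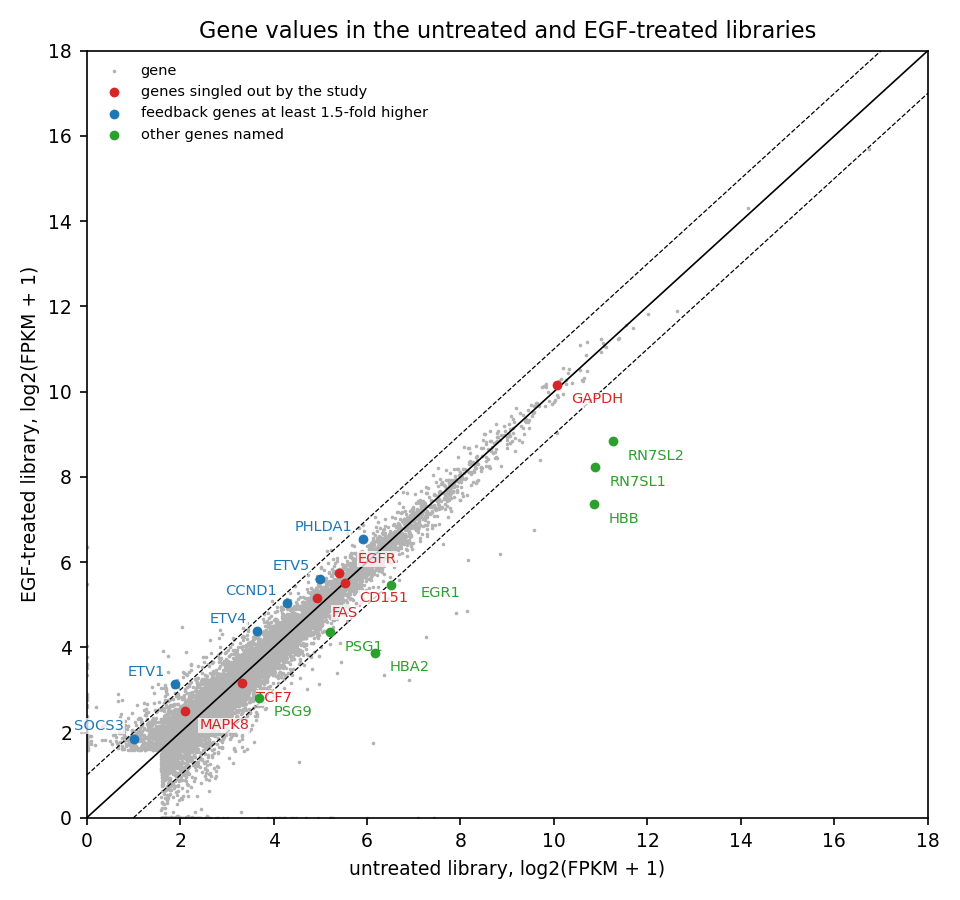
Values of 9973 genes as log2(FPKM + 1) in the untreated library (x axis) and the EGF-treated library (y axis). The solid line marks equal values and the dashed lines a 2-fold difference; HBB lies below the lower dashed line, and MAPK8, FAS, TCF7 and CD151 lie between the dashed lines.

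The second comparison was that of the authors' own transcript calls with the gene sums. In the authors' deposited table, 872 transcripts of 792 genes had p of 0.05 or less, of which 374 were higher and 498 lower in the EGF-treated library. These were 6.28% of the rows, against 5% expected by chance if p-values of unchanged transcripts were evenly spread. After Benjamini-Hochberg adjustment of the p-values in the authors' deposited table, 0 of 13896 transcripts had an adjusted value of 0.05 or less, and the smallest was 0.0772. The smallest p in the authors' deposited table was 5e-05, shared by 9 transcripts. That floor limits how low an adjusted value can be, so the adjustment does not show that no transcript differed. Among transcripts with an FPKM of 1 or more in both libraries, the largest folds up at p of 0.05 or less in the authors' deposited table were in NM_001199379 of GBF1 (FPKM of 2.31 in the untreated and 38.7 in the EGF-treated library, p of 0.0185), NM_001244724 of RAD23B (3.78 and 48.6, p of 0.02695) and NM_001252613 of ZNF638 (1.48 and 18.8, p of 0.0038). MAP7D1 and MRPL24 followed, with transcripts at 2.32 and 23.0 and at 8.41 and 78.3 in the authors' deposited table. The largest folds down there were in SEC31A (53.8 and 2.99), MKNK1 (17.4 and 1.41), HBB, ZC4H2 (17.5 and 1.83) and a second transcript of GBF1, NM_004193 (38.3 and 4.09, p of 0.00485 in the authors' deposited table). GBF1, a factor of Golgi transport, was thus called in both directions.

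Each of the 4 genes that the study chose as targets had a transcript called as higher in the EGF-treated library and another that was lower there. For MAPK8, the exact match of NM_001278547 was at 0.879 in the untreated and 4.71 in the EGF-treated library (p of 0.0155 in the authors' deposited table), and a transcript that shares a junction with it was at 2.40 and listed at 0. In FAS, NM_152872 was at 4.29 and 21.1 (p of 0.0334 in the authors' deposited table) and NM_152871 was at 16.1 and listed at 0. In TCF7, NM_003202 was at 1.48 and 7.95 (p of 0.01 in the authors' deposited table) and NM_201632 was at 7.51 and near 0. In CD151, NM_139030 was at 4.68 and 20.3 and NM_004357 at 31.8 and 9.03, with p of 0.0325 and 0.01 in the authors' deposited table. The lower transcripts of MAPK8, FAS and TCF7 had p of 0.111, 0.115 and 0.062 there. Among the 4 genes, only CD151 was thus called in both directions. The reference gene GAPDH was called in both directions like CD151, with NM_001289745 at 195 and 727 and NM_001256799 at 733 and 238 and p of 0.00685 and 0.01245 in the authors' deposited table.

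**Figure D3:**
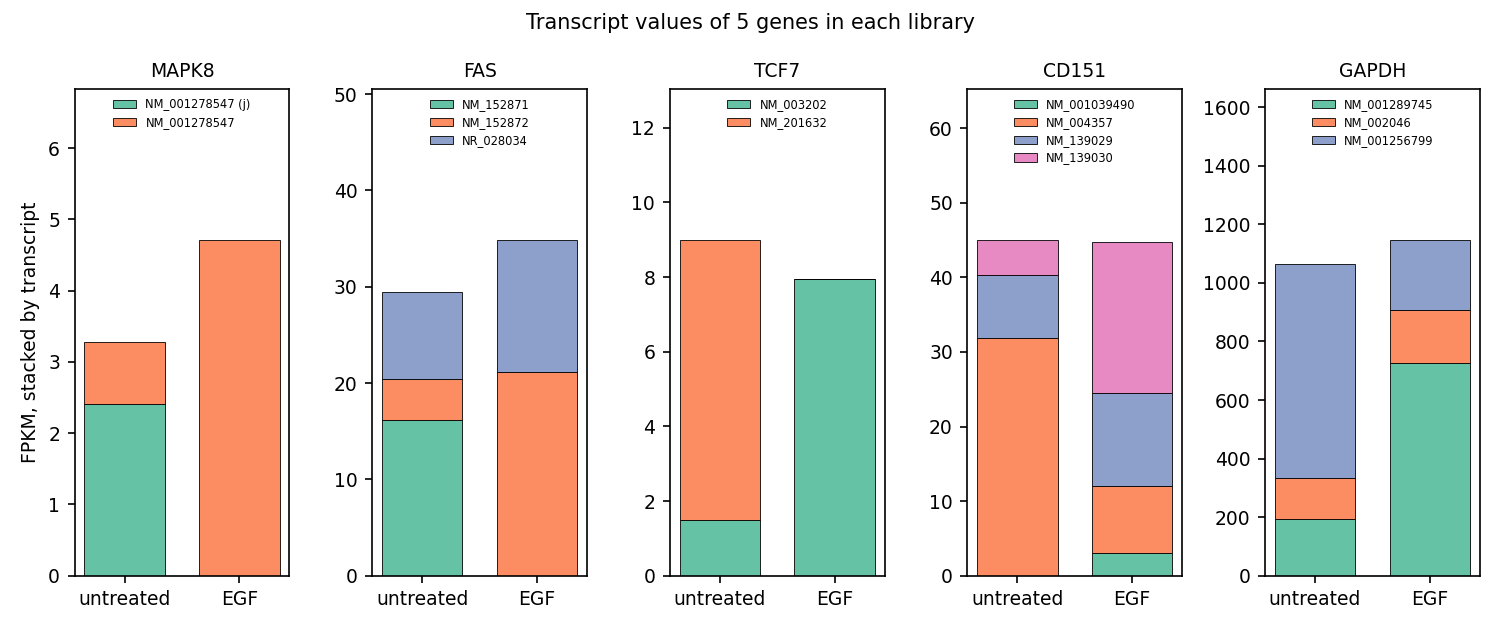
FPKM of each listed transcript of MAPK8, FAS, TCF7, CD151 and GAPDH, stacked to the gene sum, in the untreated and EGF-treated libraries; the mark (j) denotes a transcript that shares a junction with the RefSeq transcript named. The stacks differ in makeup while their heights differ by less than 1.5-fold, as in CD151 at 45.0 and 44.8.

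Across the 78 genes with at least 2 transcripts at p of 0.05 or less in the authors' deposited table, 72 had transcripts called in opposite directions. The widest differences were in BTBD3, CDK2AP2, OSBPL3, STAU2 and TYW3. In OSBPL3, a lipid transfer protein gene, NM_145321 was at 9.34 in the untreated library and near 0 in the EGF-treated library and NM_145320 at 5.28 and 14.4, while the gene sum was at 14.6 and 14.4. TYW3 had a gene sum of 23.1 and 24.6, CDK2AP2 of 214 and 176, STAU2 of 13.5 and 11.4 and BTBD3 of 13.6 and 19.1. The authors' deposited list of 208 called transcripts held 182 from genes with another listed transcript, and for 170 of these the gene sum differed by less than 1.5-fold (93.4%, exact 95% binomial interval 88.8 to 96.5, counting error only). The other 26 were the only listed transcript of their gene, so their gene sum was the transcript itself.

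**Figure D4:**
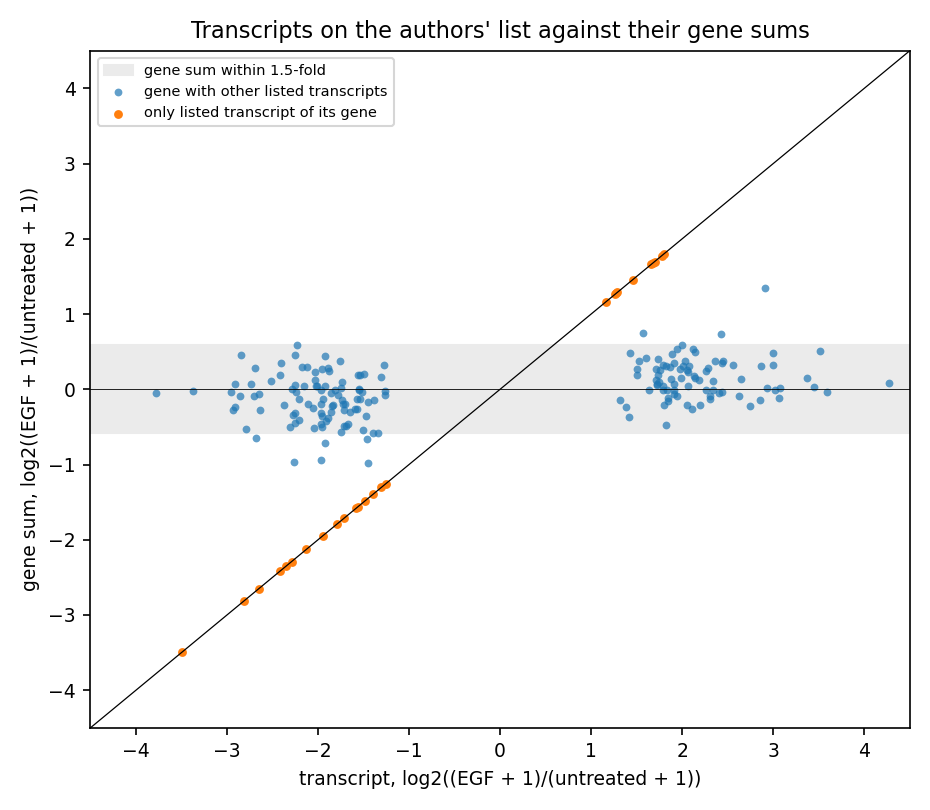
The 208 transcripts of the authors' list, with the log2 fold of the transcript on the x axis and that of its gene sum on the y axis, both as log2((EGF + 1)/(untreated + 1)) of FPKM. Of 182 transcripts from genes with another listed transcript (blue), 170 have a gene sum within 1.5-fold (grey band); the 26 only transcripts (orange) lie on the diagonal by construction.

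The third comparison asked whether genes with sites of miR-92a-1-5p in the 3′ UTR differed from genes without. The median log2 fold was -0.04 in 1524 genes with a 7mer site and -0.03 in 7373 genes without, a difference of -0.017. Of 14 control words with the same base composition, 7 gave a lower difference. With 8mer sites alone the direction turned, to 0.0083 over 275 genes. That was above all 14 control words, which ranged from -0.065 to 0.0081, but only barely above the highest. Among genes with an FPKM of 5 or more the difference was -0.0072, above 11 of the 14. MAPK8 had 1 7mer-A1 site in its canonical 3′ UTR, at chromosome 10, 48437132 to 48437138. TCF7 had 1 7mer-m8 site, at chromosome 5, 134146434 to 134146440, and CD151 had 2, at chromosome 11, 838309 to 838315 and 838622 to 838628. FAS had 0 sites in the canonical 3′ UTR of 2609 nucleotides, and its other transcripts were not searched.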

Values the study reported

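The study reported that 9,568 genes were detected by mRNA sequencing, of which 1,051 differed between EGF-treated and untreated cells at its threshold. It stated that 209 of those genes differed by more than 2-fold, with 96 higher and 113 lower after EGF.

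The study named a 7mer-A1 site of miR-92a-1-5p for MAPK8 and FAS and a 7mer-m8 site for TCF7 and CD151. Its cloned FAS stretch does not hold the 7mer-A1 word used here. In the study's reporter assay, a miR-92a-1-5p mimic significantly lowered luciferase activity with this wild-type FAS stretch, and mutation of the site suppressed that effect. The word search does not test that result.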

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

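The filter of genes with an FPKM of 1 or more in both libraries and the removal of the GC content and length trend were chosen after the data were seen. The numbers of genes at least 2-fold higher and lower, 200 and 330, were within 1.5 times of these under both other scalings (213 and 318, 210 and 319) and with the highest row in place of the sum (219 and 365). A pseudocount of 0.1, which enlarges the fold of low values, gave 332 higher and 488 lower. A minimum FPKM of 5 in at least 1 library gave 85 and 141, and an FPKM of 1 or more in both libraries gave 85 and 146, since fewer genes enter. Dropping the filter moved nothing, because every row already had a value above 2. Of 872 transcripts called in the authors' deposited table, 764 had an FPKM of 1 or more in both libraries and 0 passed an adjusted value of 0.05. Of the 36 lists, between 8 and 10 lay outside the 5th to 95th percentile in each of the 7 alternatives, and no list median left its own 95% interval from resampling its members or changed sign among the 9 lists outside. Some of these intervals are wide, as from -0.88 to 0.11 for the syncytiotrophoblast list, so staying inside says little. Inside the range by the values reported, integrins (98.6), interferon-stimulated genes (4.4) and NRF2 targets (4.2) lay outside at an FPKM of 5 or more, integrins (98.5) also at an FPKM of 1 or more in both libraries, YAP and TEAD targets (98.7) by the highest row, and immediate early genes (97.4), mesenchymal markers (98.9) and NRF2 targets (3.7) without the trend. For sites of miR-92a-1-5p, 8mer sites alone gave a difference of 0.0083 over 275 genes. That was barely higher than the highest of 14 control words, at 0.0081, and the cause was not tested. Among 96 named genes, 271 values under alternatives stayed on the same side of 1.5-fold and 17 did not, including MAPK8 (0.75) and CD151 (-0.62) by the highest row. No paired analysis was possible because each condition had 1 library. Depth is unknown, so the precision of low values cannot be given.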

Other observations

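Removal of the GC content and length trend, the test of lists that moved inside the range and the description of the genes in the next paragraphs were chosen after the data were seen. Genes of the immediate early response differed in both directions at 24 h. EGR1, a transcription factor gene, was at 90.7 in the untreated and 43.4 in the EGF-treated library and JUNB at 9.29 and 5.47, while JUN (9.01 and 17.9) and NR4A1 (0.643 and 2.98) were higher. Of 21 measured members, 4 were at least 1.5-fold higher and 2 lower. Trophoblast identity genes had a median log2 fold of -0.11 over 10 members, with TFAP2A and the imprinted gene PEG10 (154 and 99.5) lowest and the keratin gene KRT8 (194 and 234) and the integrin gene ITGA6 (10.1 and 13.5) highest.

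Several RNAs outside these lists differed, although values of short RNA rows can be inflated by the correction for fragment length. Besides HBB, the globin genes HBA2 (70.9 and 13.7), HBA1 (39.9 and 9.63) and HBG2 (5.11 and 0.542) were lower in the EGF-treated library. Of 63 short RNA rows, 44 were at least 2-fold lower and 11 at least 2-fold higher, with RN7SL2 at 2445 and 456, RN7SL1 at 1875 and 298, RN7SK at 829 and 334 and MIR6723 at 109077 and 53284. Ribosomal RNA went the other way, with RNA28S5 at 6.22 and 20.1 and RNA45S5 at 2.03 and 9.56. The median log2 fold was 0.12 in the tenth of genes with the lowest GC content and -0.18 in the tenth with the highest.

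The called transcripts differed more than their genes. The sums of the other transcripts had a median log2 fold of -1.30 when signed by the call, which follows from gene sums that differed little and decides nothing about how fragments were assigned. Rows below 0.01 in 1 library made up 2.10% of rows in genes with 1 annotated RefSeq transcript (63 of 2997, exact 95% interval 1.62 to 2.68, counting error only) and 13.8% in genes with several (1483 of 10777, 13.1 to 14.4), so most but not all of them arose where transcripts share a gene. A different assignment of fragments among the transcripts of a gene and a switch between isoforms in response to EGF cannot be told apart for the called transcripts, since both leave the gene sum in place.

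The EGF and ERK feedback list had a median log2 fold of 0.29, with 6 of 19 members at least 1.5-fold higher, 12 within 1.5-fold and 1 lower. Most of the 6 were the ETS factor genes ETV1, ETV4 and ETV5 and the cyclin gene CCND1. Removal of the GC content and length trend raised the median to 0.37, at percentile 99.99, so the trend worked against the pattern. Among the 12 members with an FPKM of 5 or more in both libraries the list was at percentile 99.94, which argues against noise of low values. A sustained response to EGF is a hypothesis that remains, together with any other difference between the 2 libraries, since there was no replicate.

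For the 9 lists outside the 5th to 95th percentile, 6 stayed outside on the same side when the GC content and length trend was removed. The other 3 moved inside, and 0 of these 3 had a median that left its own resampling interval. The median went from -0.23 to -0.10 for NF-kB genes (interval -0.51 to 0.28), from 0.13 to 0.11 for heat shock genes (-0.10 to 0.27) and from 0.08 to 0.06 for the respiratory chain (-0.03 to 0.21), so only the NF-kB list lost most of its median. Each interval holds 0 and both medians, so even a median moved to 0 would have stayed inside and the interval test could not decide. For these 3 lists the trend and a difference between the conditions cannot be told apart.

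At p of 0.05 or less and 2-fold or more, the authors' deposited table held 651 transcripts of 583 genes. That is higher than the value quoted from the study above. The gap nearly closes at the stricter fold limit of the deposited list, whose total and directions, given next, lie close to the quoted ones. The list counts transcripts, while the quoted values are given as genes. Whether the quoted limit was meant on the log2 scale is not stated. The deposited list of 208 transcripts, 95 higher and 113 lower, equals the transcripts with p of 0.05 or less, an absolute log2 ratio of 2 or more and no library at 0, which is a 4-fold limit. Other counts do not match. At p of 0.05 or less alone, the authors' deposited table held 872 transcripts of 792 genes, fewer than the differing genes quoted. Its 9973 gene symbols exceed the detected genes quoted, whose detection limit is not stated. A fold limit cannot account for either difference.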
